A study of Mus musculus with 12 samples.

How the data were processed

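RNA from the carotid arteries of mice was measured on 12 one-colour Illumina expression arrays. Partial ligation of the left common carotid artery (LCA), which brings disturbed flow, left the right common carotid artery (RCA) untouched, and the arteries were taken 1 day later, per the labels' protocols. The groups were wild type (WT) RCA, WT LCA, fibulin-5 knockout (KO) RCA and KO LCA, with 3 arrays each. Labels give a replicate number from 1 to 3 in each group, and do not say that arteries with the same number came from the same mouse. Nothing in them says outright that the 3 arrays of a group came from separate mice, so p-values measure the spread between these samples.

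The deposited values are linear probe intensity values for 45281 probes. Each array holds the same sorted values apart from ties, which is what quantile normalization between arrays by the authors gives. The scanner software, the background step and the normalization tool are not given in the sources used here. The chip or slide of each array is not given either, so no slide block could be tested. The lowest intensity was 72.4 on every array, the median over all values 93.6 and the highest 10230, so the values keep a floor well above 0, and whether a background was subtracted and an offset added cannot be read from them. A gene with a signal near this floor has a compressed fold change. The number of arrays limits the precision.

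Probes were named through the platform annotation, in which 34885 probes had 1 gene symbol, 18 had several and 10378 had none. Probes with several symbols or none were left out of the gene tests. A probe was kept when it lay at or above its array's median on at least 3 arrays, which left 32606 probes. The probe with the highest mean over the 12 arrays stood for its gene, giving 15395 genes tested. In each comparison the range over a gene's other kept probes was recorded. Values were taken as log2 of the deposited intensity with a floor of 1.

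All 12 arrays entered 1 limma fit (version 3.58.1 in R 4.3.3) on the 4 group means, with moderated tests by eBayes. The 5 comparisons were LCA minus RCA in WT, LCA minus RCA in KO, KO minus WT in RCA, KO minus WT in LCA, and the interaction, which is the difference between the ligation effects. P-values were two-sided and adjusted by Benjamini-Hochberg over the 15395 genes of a comparison, with a threshold of 0.05. Before the data were examined, 29 gene lists were fixed, covering matrix, flow response, inflammation, metabolism, stress and the cell types a carotid sample could hold. The 28 lists with at least 5 tested members were tested with camera at a preset correlation of 0.01 and adjusted over the lists. Camera with an estimated correlation and fry were alternatives. The list of sex-linked genes had too few tested members and was not tested.

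Named genes followed a rule fixed before the data were examined. It took Fbln5, and up to 8 rising and 8 falling genes with the largest changes among those that passed without overlap between groups. Where fewer than 5 passed, it took the 5 higher and 5 lower genes with the smallest p, which are given as not passing where they did not, and passed over predicted genes and RIKEN clones. From each list with an adjusted p under 0.05, and always from the elastic fibre, shear-responsive, contractile and collagen lists, it took the 3 members with the smallest p. Genes named outside this rule were chosen after their values were seen.

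As a guide to background, the 1501 probes for olfactory and vomeronasal receptors were used, as genes mostly expressed outside arteries, although a few olfactory receptors are known in the vessel wall. Their 95th percentile lay between 95.7 and 126 on the 12 arrays. A gene above it on no array of a group is called at background there, and its fold is then a lower bound against that level, where the other group exceeds it. The bound is a point value without a standard error, and the other group need not exceed the level on all of its arrays. Tests were checked on simulated data built from the measured gene means and residual spread. For KO LCA against WT LCA, with 15395 genes, 48.8% of genes simulated with a log2 change of 0.5 were recovered, 74.8% at 1, 90.0% at 2 and 96.8% at 3. Each run changed 200 genes, 50 at each size. With so many changed genes the adjusted threshold is easier to reach than with few. These shares therefore do not give the power of the real comparison, in which 1 gene passed. Of 830 calls over the runs, 54 were false. The simulation drew independent genes, so it leaves out shared array effects. A contractile list shifted by 0.3 was recovered in 20 of 20 simulated runs of that comparison.

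Alternatives changed 1 choice at a time: the animal number as a fixed or random block, array weights, eBayes with trend and robust, the filter on dim probes, the rule for several probes, the fit of 2 groups alone, quantile normalization, median centring, a pseudocount of 16, a size threshold, and leaving out each array. Added after seeing the data were normexp with an offset of 50, a filter by receptor probes, leaving out both WT arrays of replicate 3, and contrasts averaged over sides or genotypes. No genome build was used for coordinates. The gene table of assembly GRCm38.p6 served for symbols and for which genes neighbour Fbln5.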

Results

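The 12 arrays compared carotid arteries 1 day after partial ligation in wild type (WT) mice and mice lacking fibulin-5 (KO). Fibulin-5, encoded by Fbln5, is a matrix protein needed to assemble elastic fibres. Each mouse line gave 3 arrays of the ligated left artery (LCA) and 3 of the untouched right artery (RCA). The study asked how loss of fibulin-5 affects arterial stiffening and remodelling under disturbed flow. Signal over background was low, with a median intensity of 93.6 and a 95th percentile of 197 over all values. Arrays differed in quality: the median correlation with the other arrays ranged from 0.637 for WT LCA replicate 3 to 0.842 for KO LCA replicate 2. On WT LCA replicate 3 only 16% of the 19057 genes with a probe exceeded the 95th percentile of the receptor probes, against 48.5% on KO LCA replicate 3. The WT RCA replicate 3 array followed, with a median correlation of 0.733 and 28.6% of genes. The median SD of a gene was 0.095 log2 units in WT RCA, 0.127 in WT LCA, 0.084 in KO RCA and 0.082 in KO LCA.

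Fbln5 itself was measured by 1 probe that lay near background on all 12 arrays, from 80.6 to 97.4. Its intensity was 86.8 ± 1.68 (SD, n = 3) in WT RCA, 87.3 ± 0.766 in WT LCA, 89.0 ± 8.36 in KO RCA and 84.7 ± 3.42 in KO LCA. The KO minus WT difference was 0.03 ± 0.07 (SE) log2 units in RCA and -0.04 ± 0.07 in LCA, with adjusted p = 1.00 and 0.898 in limma. Ligation changed it by 0.01 ± 0.07 in WT, adjusted p = 0.977, and by -0.07 ± 0.07 in KO, with an interaction of -0.08 ± 0.10. The probe was below the receptor probes' 95th percentile on every array, so it checks nothing about the knockout, and the labels do not give the deleted exons.

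In WT arteries, ligation was accompanied by lower values of the flow-responsive transcription factors Klf2 and Klf4 and higher values of the matricellular gene Ccn2. Klf2 averaged 189 ± 12 (SD, n = 3) in RCA and 104 ± 6.89 in LCA, a log2 difference of -0.87 ± 0.16 (SE). Klf4 averaged 471 ± 122 and 154 ± 29.8, a difference of -1.59 ± 0.29. Lmo4, a LIM domain regulator, differed by 1.16 ± 0.35. Ccn2 went from 227 ± 88.6 to 790 ± 278, a difference of 1.81 ± 0.30. None of the 15395 genes passed in limma after adjustment over all genes, and 1068 had an unadjusted p under 0.05, 381 higher and 687 lower, where chance gives 770. Klf2 and Klf4 had adjusted p = 0.322 over all genes and 0.00366 adjusted over the list alone, the list of shear-responsive endothelial genes, of which 2 of 22 passed that way. Ccn2 had adjusted p = 0.00312 adjusted over the list alone among TGF-beta responsive genes. Bhlhe40, a clock gene, was the remaining gene past its own list, with a difference of -0.96 ± 0.20 and adjusted p = 0.0122.

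The other genes with the smallest p in WT ligation did not pass. They were Sardh (1.15 ± 0.14), Anapc4 (1.18 ± 0.21), Gstt1 (0.68 ± 0.13) and Mbd2 (0.87 ± 0.17) on the higher side, and Pak4 (-0.72 ± 0.10), Atp8b1 (-0.54 ± 0.08), Serpina1d (-0.77 ± 0.12), Sgcd (-0.79 ± 0.13) and Rtl8a (-0.78 ± 0.14) on the lower side, with adjusted p from 0.189 to 0.322. The other kept probe of Mbd2 had a difference of -0.22, opposite in sign. Other kept probes gave smaller differences for Lmo4 (0.16), Atp8b1 (-0.14 and -0.10), Sgcd (-0.17), Rtl8a (-0.31) and Klf4 (-1.42 to -0.84). Among elastic fibre genes, Mfap5 differed by -0.60 ± 0.18, Efemp1 by -0.86 ± 0.38 and Mmrn2 by -0.78 ± 0.37, and 14 of 18 members were lower. Contractile members with the smallest p were Sncg (-0.54 ± 0.24, other probe -0.11) and, at background in LCA, Des and Actg2. Collagen list members were Col1a2 (-0.40 ± 0.17), Thbs1 (0.72 ± 0.36) and Col15a1, which was at background on both sides. In the shear-responsive list the median was 0.11 and the test pointed up, while the mean was -0.07. At an unadjusted p under 0.05, 3 of its members were higher and 6 lower. Because members moved both ways, the direction of this list cannot show or exclude a flow response. No list passed camera in WT. The nearest was glycolysis and hypoxia, adjusted p = 0.0706, with 6 members lower at an unadjusted p under 0.05, and fry also gave 0 lists. The endothelial markers as a group differed by -0.22 ± 0.08 (SE of the array means), beyond 2 standard errors. A lower share of endothelial RNA in LCA may therefore contribute to the lower Klf2 and Klf4 values, which was not tested. Both genes fell by more than this mean. The 3 values per group did not overlap for 11.2% of genes, where chance gives 10%. The count of genes was 1 and 3 without WT RCA replicates 1 and 2, and 10, 2 and 11 without WT LCA replicates 1, 2 and 3. The list count was 1 without WT RCA replicate 3 or WT LCA replicate 1.

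In KO arteries, 6 gene lists rose with ligation with the preset correlation, of which 2 passed with an estimated correlation and 2 with fry, and no single gene passed. The lists were TGF-beta responsive genes, fibroblast markers, adipocyte genes, ribosomal proteins, contractile smooth muscle genes, and collagens and other matrix. TGF-beta responsive genes rose by a mean of 0.20 log2 units with 18 of 21 members higher, adjusted p = 0.00157, or adjusted p = 0.0489 with an estimated correlation. Adipocyte genes rose by 0.22 with 14 of 19 members higher, adjusted p = 0.00157, or adjusted p = 0.0489 with an estimated correlation. Fibroblast markers rose by 0.26 with 11 of 17 higher, adjusted p = 0.00157, and were lost with adjusted p = 0.0821 with an estimated correlation. Ribosomal proteins rose by 0.31 with adjusted p = 0.00345, against adjusted p = 0.251 with an estimated correlation. Contractile genes rose by 0.21 and collagens by 0.18, each with adjusted p = 0.00889, against adjusted p = 0.295 and adjusted p = 0.246 with an estimated correlation. Endothelial markers differed by -0.23 ± 0.06 (SE of the array means) between LCA and RCA, beyond 2 standard errors, although the list did not pass camera (adjusted p = 0.0949). A lower share of endothelial RNA in LCA may therefore contribute to the rise of these lists, which was not tested.

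Members of these lists in KO ligation did not pass over all genes. Among fibroblast markers, Dpt differed by 1.06 ± 0.26, Cygb by 0.66 ± 0.17, Fbln1 by 0.77 ± 0.24 and Dcn by 1.35 ± 0.43, and these 4 passed adjusted over the list alone. The gluconeogenic enzyme gene Pck1 differed by 1.02 ± 0.26, the lipid carrier Fabp4 by 1.34 ± 0.41, and Adig was at least 1.07-fold higher. Ccn2 differed by 1.15 ± 0.30, Pmepa1 by 0.24 ± 0.08 and Acta2, smooth muscle actin, by 0.49 ± 0.18. Tpm1, a tropomyosin, differed by 0.69 ± 0.25 and Npnt by 0.22 ± 0.10. Rps24, Rpl19 and Rpl3 differed by 0.69 ± 0.25, 0.73 ± 0.29 and 0.66 ± 0.28. Col1a2 differed by 0.51 ± 0.17 and Col1a1 by 0.31 ± 0.14, and Col15a1 was at background in RCA. Other kept probes gave smaller differences for Fbln1 (0.04 and 0.11) and Rps24 (0.05 and 0.16), and those of Tpm1 and Acta2 reached 0.02 and 0.07 at the lowest. Elastic fibre members were Mfap4 (at least 1.16-fold higher), Fbln1 and Mmrn2 (-0.77 ± 0.37), and for this list the median was 0.05 and the test pointed up, while the mean was -0.04. Over all lists, 12 genes passed adjusted over the list alone.

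In the shear-responsive list in KO, Klf2 differed by -0.83 ± 0.16, Klf4 by -1.18 ± 0.29 and Lmo4 by 1.59 ± 0.35, and these 3 passed adjusted over the list alone. Klf2 went from 208 ± 56.4 to 115 ± 7.82 and Lmo4 from 281 ± 46.2 to 913 ± 460. The genes with the smallest p were Nabp2 (0.54 ± 0.09) and, at background in RCA, Cd163, a macrophage scavenger receptor (at least 1.45-fold), Pdpn (at least 1.31-fold), Dio2 (at least 1.17-fold) and Dync1i1 (at least 1.05-fold) above 0. Below 0 were Timp4 (-0.34 ± 0.06), Klf2 and, at background in LCA, Olfr658 and Mtfr1 (each at least 1.08-fold lower) and Epn1, at background on both sides, all with adjusted p = 0.707. Olfr658 is itself one of the receptor genes used as the guide to background, and exceeded that level on 2 of the KO RCA arrays. Its bound is not taken as a fall in expression. The other kept probes of Nabp2 (-0.25), Dync1i1 (-0.12) and Mtfr1 (0.16) had the opposite sign, and those of Lmo4 (0.26) and Klf4 (-0.62 to -0.07) gave smaller differences. None of 15395 genes passed in limma, with 1066 at an unadjusted p under 0.05, 436 higher and 630 lower. The groups did not overlap for 19.9% of genes, where chance gives 10%. Without KO LCA replicate 2, 6 genes passed, and without KO RCA replicate 3, 1 passed.

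**Figure D1:**
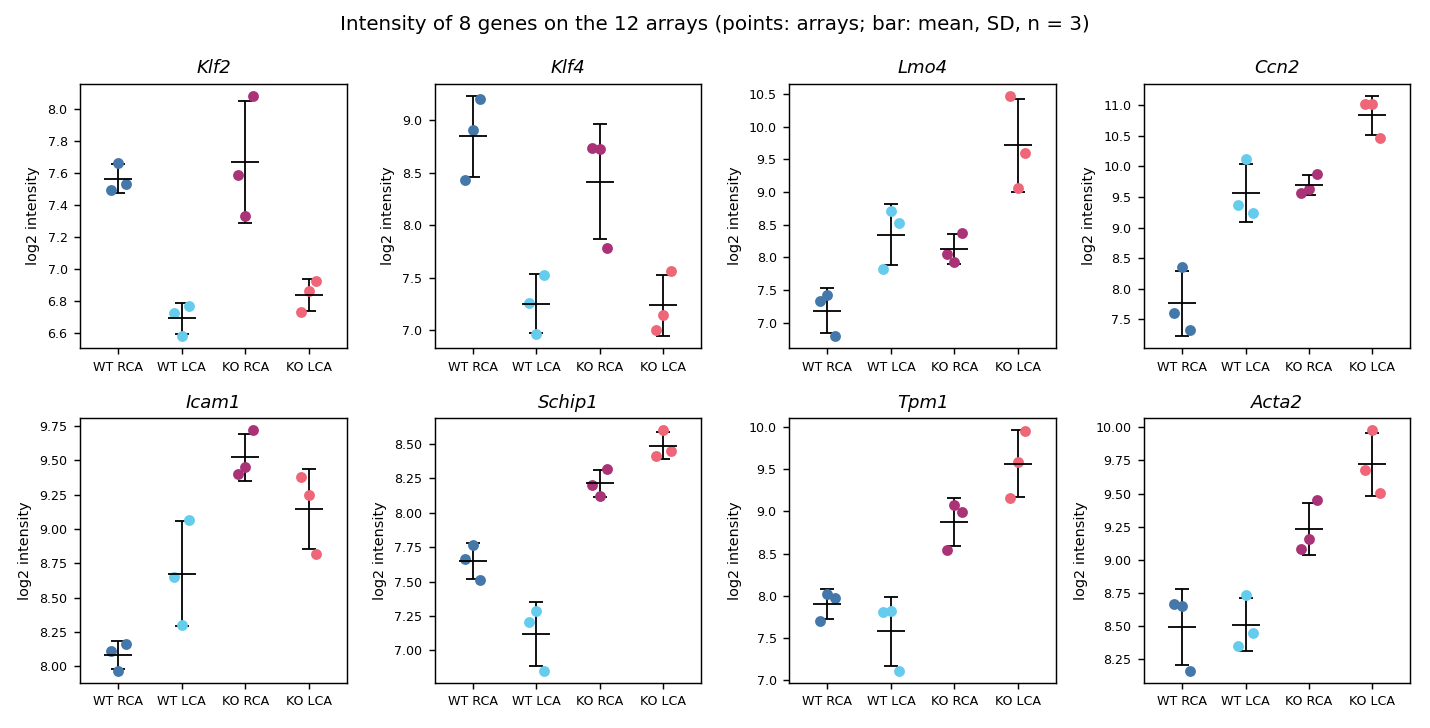
Log2 intensity (vertical axis) of 8 genes on each array by group (horizontal axis), with the bar giving the mean and SD of 3 arrays. Klf2 and Klf4 were lower in LCA than in RCA in both genotypes, and Schip1, Tpm1 and Acta2 were higher in KO than in WT on both sides.

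The ligation effects of the genotypes were correlated across genes with r = 0.133 and a rank correlation of 0.204, where genes are not independent replicates. Of the 1068 genes at an unadjusted p under 0.05 in WT, 755 (70.7%) had the same sign in KO. Of the 1066 such genes in KO, 788 (73.9%) had the same sign in WT. The genes at this level in both numbered 96, of which 81 had the same sign, and 74.0 would be shared by independent lists.

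In the untouched RCA, 3 lists were higher in KO than in WT arteries with the preset correlation, 0 with an estimated correlation and 0 with fry, and no single gene passed; among genes that did not pass, the adhesion molecule gene Icam1 and the haemoglobin gene Hba-a1 had higher values in KO. Icam1 averaged 271 ± 18.8 (SD, n = 3) in WT and 740 ± 90.0 in KO, a log2 difference of 1.44 ± 0.20 (SE). Sele, encoding E-selectin, differed by 1.65 ± 0.35 and Edn1, the endothelin precursor gene, by 1.24 ± 0.41. Icam1 and Sele passed adjusted over the list alone, with adjusted p = 0.000682 and 0.00942 among 22 shear-responsive genes. Hba-a1 averaged 395 ± 227 in WT and 1479 ± 310 in KO, a difference of 2.06 ± 0.39. None of 15395 genes passed in limma over all genes, with 659 at an unadjusted p under 0.05, below the 770 that chance gives, 382 higher and 277 lower. Adjusted over the list alone, 10 genes passed. The prostaglandin transporter gene Slco2a1 differed by -1.37 ± 0.21, and its other 2 kept probes by -1.46 and -1.05.

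Immediate early genes rose in KO RCA by a mean of 0.22 with 19 of 24 members higher, adjusted p = 0.00332, against adjusted p = 0.0867 with an estimated correlation. Their members were Ccn2 (1.94 ± 0.30) and, at background in WT, Myc (at least 1.52-fold higher, other probe 0.10) and Fos (at least 1.06-fold). Erythrocyte and platelet genes rose by 0.56 with 9 of 10 higher, adjusted p = 0.00952, against adjusted p = 0.264 with an estimated correlation. Over the array means this difference was 0.557 ± 0.348 (SE), within 2 standard errors. Slc4a1 was at least 1.16-fold higher and Hbb-bt differed by 1.15 ± 0.68. Contractile genes rose by 0.15 with 19 of 23 higher, adjusted p = 0.0339, against adjusted p = 0.587 with an estimated correlation. Acta2 differed by 0.74 ± 0.18, with other probes from -0.00 to 1.89, Tpm1 by 0.97 ± 0.25, and Tagln was at least 1.05-fold higher. Endothelial markers differed by -0.10 ± 0.06. The contractile list did not pass without WT RCA replicate 3, adjusted p = 0.346, where its median went from 0.0458 to 0.0366, nor with array weights, adjusted p = 0.154. The erythrocyte and platelet list and the immediate early list still passed without WT RCA replicate 3. Their medians went from 0.296 to 0.505 and from 0.0959 to 0.164.

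Genes with the smallest p in KO against WT RCA were Icam1, Nes (1.21 ± 0.18), Tinagl1 (1.00 ± 0.15), Ccn2 and Slc1a4 (0.79 ± 0.12) above 0, with adjusted p from 0.251 to 0.256. Below 0 were Slco2a1, Plekha6 (at least 1.38-fold lower), Pak4 (-0.57 ± 0.10), Aplp2 (-0.98 ± 0.18) and Pmaip1 (-0.33 ± 0.06), with adjusted p from 0.251 to 0.367. Other kept probes gave smaller differences for Nes (0.32), Aplp2 (-0.05) and Pmaip1 (-0.27 and -0.07). Among elastic fibre genes, Efemp1, a relative of Fbln5, differed by -1.27 ± 0.38 and Ltbp4 by -0.44 ± 0.27, and Emilin1 was at background in KO. In the collagen list Thbs1 differed by 1.22 ± 0.36, Col1a2 by -0.47 ± 0.17, and Lamb1 was at least 1.15-fold higher. The groups did not overlap for 12% of genes, where chance gives 10%. Without WT RCA replicate 2, 3 genes and 5 lists passed, Slco2a1 among the genes with adjusted p = 0.00256. The gene count was 1 without WT RCA replicate 1, KO RCA replicate 2 or KO RCA replicate 3, and 2 without KO RCA replicate 1.

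In the ligated LCA, contractile, fibroblast and TGF-beta responsive genes were higher in KO than in WT arteries. Contractile genes rose by a mean of 0.45 and a median of 0.12 with 18 of 23 members higher, adjusted p = 5.73e-08, or adjusted p = 0.0401 with an estimated correlation. Tpm1 averaged 196 ± 50.1 (SD, n = 3) in WT and 777 ± 208 in KO, a log2 difference of 1.98 ± 0.25 (SE). Acta2 differed by 1.21 ± 0.18 and Cald1, encoding caldesmon, by 2.15 ± 0.42, where other kept probes ranged from 0.01 to 2.13 for Acta2 and from 0.36 to 1.01 for Cald1. Among contractile genes, 9 members passed adjusted over the list alone. The smooth muscle genes Myh11 and Cnn1 were near background. Of 25 contractile genes with a probe, 2 exceeded the receptor probes on all 3 arrays of WT LCA and 13 on those of KO LCA. Other lists had such a gap, with 3 and 12 of 18 elastic fibre genes, 3 and 16 of 26 collagen list genes and 4 and 12 of 22 glycolysis genes, where WT LCA replicate 3 had the highest receptor level, 126. Endothelial markers differed by -0.10 ± 0.08.

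Fibroblast markers rose by 0.36 with 14 of 17 members higher, adjusted p = 4.66e-05, or adjusted p = 0.0401 with an estimated correlation. Dpt differed by 1.12 ± 0.26, Cygb by 0.75 ± 0.17 and Fbln1 by 1.01 ± 0.24, whose other 2 kept probes differed by 0.07 and 0.25. TGF-beta responsive genes rose by a mean of 0.28 and a median of 0.0648 with 13 of 21 higher, adjusted p = 0.00315, or adjusted p = 0.0401 with an estimated correlation. Tgfb2, encoding the ligand TGF-beta 2, averaged 140 ± 23.1 in WT and 456 ± 60.6 in KO, a difference of 1.71 ± 0.25. Adipocyte genes rose by 0.22 with 15 of 19 higher, adjusted p = 0.00325, or adjusted p = 0.0401 with an estimated correlation. Pck1 was at least 2.22-fold higher, Plin4 differed by 0.20 ± 0.06, and Adig was at background in WT with a bound of 1.00-fold. Without WT LCA replicate 3 these 4 lists and the immediate early list passed, with adjusted p from 1.79e-05 for contractile genes to 0.0186, and no other list did. Among the lists that then did not pass, the median went from 0.0957 to 0.148 for shear-responsive genes and from 0.0904 to 0.114 for collagens. It went from 0.204 to 0.120 for oxidative phosphorylation genes, from 0.0627 to 0.0583 for glycolysis genes and from 0.0416 to 0.0137 for proteases and inhibitors.

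A further 7 lists passed in KO LCA with the preset correlation and not with an estimated one. Of these, the glycolysis, immediate early and shear-responsive lists also passed fry. Oxidative phosphorylation genes rose by 0.26, adjusted p = 0.00244, against adjusted p = 0.278 with an estimated correlation, with Cycs (0.37 ± 0.11, other probes -0.04 to 0.21), Ndufv2 (0.49 ± 0.15) and Ndufa4 (0.68 ± 0.23). Collagens rose by 0.26, adjusted p = 0.00515, against adjusted p = 0.101 with an estimated correlation, with Thbs1 (1.26 ± 0.36), Col18a1 (1.49 ± 0.48, other probes 0.05 and 0.18) and Col1a1 (0.42 ± 0.14). Glycolysis and hypoxia genes rose by 0.20, adjusted p = 0.00611, against adjusted p = 0.0879 with an estimated correlation, with Pfkp (0.57 ± 0.10, other probes 0.08 and 0.10), Gapdh (0.69 ± 0.16) and Slc2a1 (0.66 ± 0.16). Immediate early genes rose by 0.29, adjusted p = 0.00825, against adjusted p = 0.0609 with an estimated correlation, with Klf6 (0.92 ± 0.22, other probe 0.39), Ccn2 (1.27 ± 0.30) and Ccn1 (2.17 ± 0.74). Shear-responsive genes rose by 0.25, adjusted p = 0.0310, against adjusted p = 0.0879 with an estimated correlation, with Esm1 (at least 1.65-fold), Lmo4 (1.36 ± 0.35, other probe 0.32) and Angpt2 (0.58 ± 0.15). Members of this list moved both ways with ligation, so its rise gives no direction of a flow response. Proteases and inhibitors rose by 0.15, adjusted p = 0.0443, against adjusted p = 0.187 with an estimated correlation, with the urokinase receptor gene Plaur (0.74 ± 0.11), Timp1 (1.06 ± 0.25) and Timp3 (1.04 ± 0.25).

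Elastic fibre genes in KO LCA had adjusted p = 0.0443 and adjusted p = 0.367 with an estimated correlation, but 9 of 18 members were higher and 9 lower, and their median was 0.01. Mfap4 was at least 1.09-fold higher, Fbln1 differed by 1.01 ± 0.24 and Mfap5 by 0.68 ± 0.18, and 4 members passed adjusted over the list alone. Without WT LCA replicate 3 the elastic fibre median was -0.01 and the list did not pass, adjusted p = 0.355.

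Schip1 was the 1 gene that passed in limma over all 15395 genes, in KO against WT LCA. Its intensity was 140 ± 21.6 in WT and 359 ± 24.6 in KO, a 2.58-fold rise with a log2 difference of 1.37 ± 0.12 and adjusted p = 0.00862, and all 3 KO arrays lay above all 3 WT arrays. Its other kept probe differed by 0.16. The genes next in p did not pass: Tpm1, Timm8a1 (1.08 ± 0.14), Wdr74 (0.41 ± 0.05) and Chst1 (at least 1.51-fold) were above 0, and Clec9a (-0.998 ± 0.129, other probe -0.05), Sardh (-1.04 ± 0.14), Tm6sf1 (-0.37 ± 0.06, other probe -0.09), Tbc1d8 (-0.84 ± 0.13) and Ada (at least 1.34-fold lower, other probe -0.16) below, with adjusted p from 0.0707 to 0.0903. At an unadjusted p under 0.05 there were 1059 genes, 751 higher and 308 lower, and 37 genes passed adjusted over the list alone. The groups did not overlap for 13.8% of genes, where chance gives 10%. The count was 21, 9 and 14 without WT LCA replicates 1, 2 and 3, and 0, 9 and 2 without KO LCA replicates 1, 2 and 3. Schip1 did not pass without KO LCA replicate 1 (adjusted p = 0.0605), in a fit of the 2 groups alone (0.235) or with trend and robust eBayes (0.241). Its log2 difference in these fits was 1.41, 1.37 and 1.37, in that order, against the 1.37 given above.

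**Figure D2:**
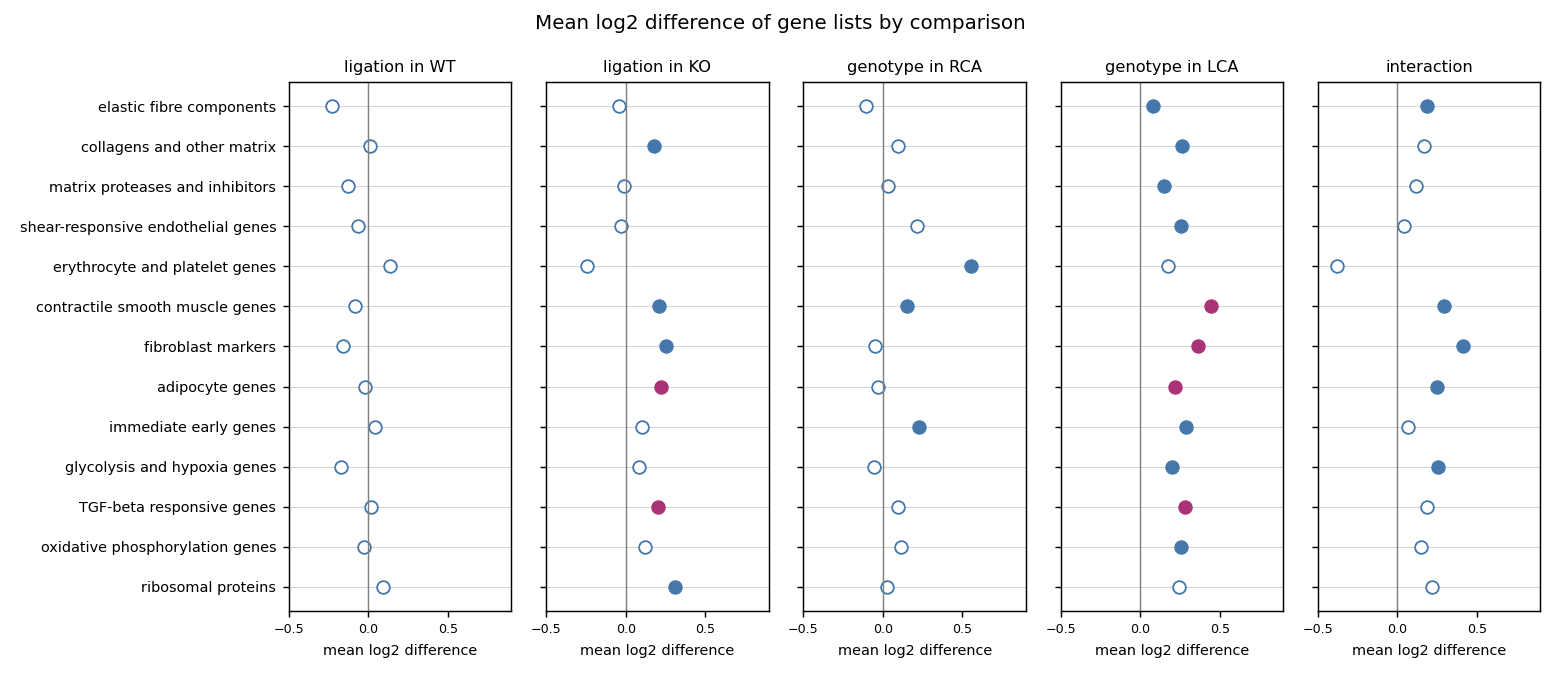
Mean log2 difference (horizontal axis) of the 13 gene lists that passed in at least 1 comparison (vertical axis), in 5 panels. Filled points passed camera at an adjusted p of 0.05 with the preset correlation, purple ones also with an estimated correlation, and open points did not pass; contractile genes in KO LCA against WT LCA had a mean of 0.45.

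The test of the interaction asked whether ligation acted differently in KO and WT arteries. The LCA minus RCA difference of fibroblast markers was higher in KO than in WT by a mean of 0.41, with -0.16 ± 0.08 in WT and 0.26 ± 0.11 in KO and 15 of 17 members higher, adjusted p = 0.000392, against adjusted p = 0.105 with an estimated correlation. Contractile genes differed by 0.29, adjusted p = 0.00291, against adjusted p = 0.242 with an estimated correlation. Glycolysis and hypoxia genes differed by 0.26, adjusted p = 0.00291, against adjusted p = 0.105 with an estimated correlation. Adipocyte and elastic fibre genes differed by 0.25 and 0.19, each with adjusted p = 0.0139, against adjusted p = 0.105 and adjusted p = 0.390 with an estimated correlation. None of these 5 lists passed with an estimated correlation or with fry, and without WT LCA replicate 3 the fibroblast list alone passed, adjusted p = 0.00200. Without that array the medians of the others went from 0.12 to 0.116 for contractile, 0.0939 to 0.107 for adipocyte, 0.176 to 0.132 for glycolysis and 0.132 to 0.107 for elastic fibre genes. Without WT RCA replicate 3 all 5 lists passed, and these medians were 0.110, 0.145, 0.114 and 0.156, with 0.291 for fibroblast markers. Without both WT arrays of replicate 3 they were 0.130, 0.116, 0.0622 and 0.117, with 0.479 for fibroblast markers. Of the 5, only the fibroblast and contractile lists then passed, and glycolysis genes had adjusted p = 0.127.

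No gene passed the interaction test in limma, with 546 at an unadjusted p under 0.05, below the 770 that chance gives, 343 higher and 203 lower. Where a gene was above the receptor probes on no array of a group, no size is given. Cd163, at background in WT LCA and KO RCA, had adjusted p = 0.905 over all genes and 0.00726 adjusted over the list alone among 20 monocyte and macrophage markers. Others with the smallest p were Pak4 (0.76 ± 0.14), Ei24 (0.93 ± 0.18), Vps53 (0.92 ± 0.18) and Schip1 (0.81 ± 0.17) above 0, and Sardh (-0.99 ± 0.20), Slc37a4, Anapc4 (-1.08 ± 0.30), Zmat2 and Icam1 (-0.97 ± 0.28) below 0. List members were Serping1 (0.66 ± 0.24), Fbln1 (0.93 ± 0.34) and Cygb (0.66 ± 0.25) among fibroblast markers, and Tpm1 (1.01 ± 0.35), Myl9 (1.16 ± 0.56) and Ppp1r14a among contractile genes. The other kept probes of Tpm1 ranged from -0.26 to 1.02, and those of Schip1 (0.07), Ei24 (0.46), Vps53 (0.07 and 0.20), Fbln1 (0.08 and 0.25), Pfkp (0.04 and 0.22) and Col18a1 (0.01 and 0.10) gave smaller differences. Adipocyte members were Retn, Pck1 and Fabp4 (1.49 ± 0.58), and glycolysis members were Pfkp (0.46 ± 0.14), Gapdh (0.69 ± 0.23) and Aldoa (0.91 ± 0.36). Elastic fibre members were Mfap4, Fbln1 and Mfap5 (0.49 ± 0.25). Esm1 and Angpt2 stood with Icam1 in the shear-responsive list, and Col1a2 (0.90 ± 0.24), Col1a1 (0.47 ± 0.19) and Col18a1 (1.18 ± 0.68) in the collagen list. The count of genes was 1 and 2 without WT RCA replicates 1 and 2, and 1 and 3 without WT LCA replicates 2 and 3.

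The remaining 15 of the 28 lists passed camera in no comparison, with a smallest adjusted p of 0.0921. Of these, interferon-stimulated genes passed fry in KO against WT LCA, with a mean of -0.10 and adjusted p = 0.0257. They included the neutrophil, monocyte and macrophage, lymphocyte, skeletal muscle and peripheral nerve markers.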

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

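For the wall-cell pattern, the endothelial and smooth muscle tests were chosen after the result was seen, as were the split counts of single genes in the 5 comparisons, while those of lists were fixed before the splits were run; leaving out each array was planned, and its use for this pattern was chosen after. The interaction test marked 5 lists whose ligation response differed between genotypes with the preset correlation. The median log2 difference was 0.42 for fibroblast markers, 0.18 for glycolysis and hypoxia genes, 0.13 for elastic fibre components, 0.12 for contractile smooth muscle genes and 0.0939 for adipocyte genes. None passed with an estimated correlation. Among 100 splits drawn within sides, 7 gave at least 5 lists in the interaction, and the highest other split gave 11, so chance is not excluded for this count.

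Contractile, fibroblast and adipocyte genes, together called the wall-cell pattern although adipocytes need not belong to the wall, were higher in KO LCA than in WT LCA. Adipocyte genes averaged 6.86 log2 units in KO LCA, against 6.64 in KO RCA, 6.64 in WT LCA and 6.67 in WT RCA. Fibroblast markers averaged 7.31, against 7.05, 6.945 and 7.10 in the same order. Whether the KO LCA samples held more tissue with fibroblasts or adipocytes was not tested. The poorly correlated array WT LCA replicate 3 does not account for it, since the contractile list had adjusted p = 1.79e-05 without that array. A lower share of endothelial RNA in KO LCA may contribute: endothelial markers differed by -0.10 ± 0.08, within 2 standard errors, which decides nothing, although the bound of 1 standard error set first was exceeded. Smooth muscle RNA carried into the KO LCA samples cannot be told apart either, because only 5 of 11 smooth-muscle-restricted members exceeded the receptor probes there; their median difference minus that of broadly expressed members was -1.10. A genotype effect on the cells themselves stays open and untested.

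Other splits of the arrays bear on the remaining counts. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The 6 lists of KO ligation compare with at most 3 in another split, the 3 lists of KO against WT RCA with at most 2, the 11 lists of KO against WT LCA with at most 4, and the 1 gene there with at most 0; in each case 1 of 10 splits, the real one, gave as many. Where the real count is 0, every split gives as many, so the splits say nothing: this holds for all 10 splits for lists and genes in WT ligation (highest others 3 and 1) and for genes in KO ligation and KO against WT RCA (0 and 0), and for all 100 for interaction genes (1).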

How the results depend on the processing

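Alternatives marked as added were chosen after seeing the data. Counts of genes moved with the probe rule and the arrays. KO against WT LCA gave 12 probes with all probes, 15 genes with the mean of probes, 2 with array weights, 0 with 2 groups only, 0 with a trend and robust eBayes and 16 with the 2 doubted arrays left out (added). WT ligation gave 3 genes with the mean of probes, 1 with array weights and 11 without the doubted arrays, and KO against WT RCA gave 5 without them. Leaving out 1 array gave 0 to 11 genes for WT ligation, 0 to 6 for KO ligation, 0 to 3 for KO against WT RCA, 0 to 21 for KO against WT LCA and 0 to 3 for the interaction. Averaged genotype gave 34 genes with weights and 4 without the doubted arrays, with 1 to 36 when 1 array was left out. Averaged ligation gave 1, 3 and 0 to 4. Fewer arrays enter the fits that leave arrays out, and otherwise the cause was not tested.

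Passing lists numbered 2 in KO ligation with an estimated correlation and 2 with fry, 0 and 0 in KO against WT RCA, 4 and 8 in KO against WT LCA, and 0 and 0 in the interaction. Without the doubted arrays they numbered 5 in KO against WT LCA and 2 in the interaction, and the receptor filter (added) gave 2 in WT ligation. Leaving out 1 array gave 0 to 1 list for WT ligation, 5 to 7 for KO ligation, 2 to 5 for KO against WT RCA, 5 to 12 for KO against WT LCA and 1 to 7 for the interaction. The correlation of ligation effects was 0.172 with the mean of probes, 0.108 with weights, 0.154 with normexp (added), 0.103 without the doubted arrays, and 0.0792 to 0.157 with 1 array left out. 

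The median of elastic fibre genes in KO against WT LCA, a list that passed, turned to -0.0556 with weights and -0.0140 without WT LCA replicate 3 or the doubted arrays, where the list no longer passed. The direction of a test turned only for lists that had not passed, and that of a gene only for Fbln5. The test of the shear-responsive list turned in WT ligation with fry (median 0.105), weights (0.0632) and no doubted arrays (0.0625), in KO ligation with no filter (-0.00229), and in the interaction with a stricter filter (0.130), the mean of probes (-0.0154) and the receptor filter (0.130). With 1 array left out its medians ranged from 0.0538 to 0.118 in WT, -0.0606 to 0.0800 in KO and -0.00233 to 0.111 in the interaction, and it turned in some. Its members moved both ways with ligation, so these turns say nothing about a flow response. The elastic fibre median in KO against WT RCA ranged from -0.0477 to 0.0475, and Fbln5 from -0.00644 to 0.0198 for WT ligation and from -0.0332 to 0.103 for KO minus WT in RCA. Of 3066 values of named genes, 3034 kept direction and side, 3 were weaker and 29 stronger. Schip1 alone had passed in the main fit, and the 3 weaker values were its own. For the other named genes, keeping the side means only that they still did not pass, so the count does not measure robustness. Of 827 values of lists, 713 kept both, 94 were weaker, 2 stronger and 18 reversed.

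With the number as a replicate block, 1 gene passed in KO against WT LCA and 0 in the other comparisons, with 0, 6, 3, 9 and 5 lists in the order of the report. In KO against WT LCA the elastic fibre and protease lists no longer passed with this block, each with adjusted p = 0.0749. Their medians stayed at 0.00770 and 0.0416. Same-number arteries of a genotype correlated from -0.0129 to 0.0741, so none of 6 pairs exceeded 0.1 and the numbers were not taken as pairs. In WT the same-number pairs, at 0.0385, 0.0523 and 0.0741, lay above all different-number pairs, which ran from -0.0500 to 0.00935. In KO they were -0.0129, -0.00211 and 0.0422, within the -0.0602 to 0.0631 of different-number pairs. Pairing is therefore not excluded, least of all in WT. Low signal over background limits all folds.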

Other observations

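The contrasts averaged over sides or genotypes were added after seeing the data; the test on neighbours of Fbln5 and the split count of the averaged genotype contrast were fixed before their results were seen, and the split count of the averaged ligation contrast after. Averaged over both arteries, 18 genes passed between KO and WT in limma, 16 higher and 2 lower, with 1060 at an unadjusted p under 0.05. Schip1 differed by 0.97 ± 0.08 log2 units (SE), adjusted p = 0.00873. Tpm1 differed by 1.48 ± 0.17, Acta2 by 0.97 ± 0.13, Tgfb2 by 1.37 ± 0.18 and Ccn2 by 1.60 ± 0.21. The contractile and TGF-beta lists passed with the preset correlation (adjusted p = 2.21e-07 and 0.0117) and with fry (0.00544 for each), and not with an estimated correlation (0.0721 and 0.0790). Immediate early genes passed with the preset correlation (0.000175), with fry (0.00544) and, as the only list, with an estimated correlation (0.0410). The oxidative phosphorylation, fibroblast, shear-responsive, collagen, erythrocyte and platelet, protease and adipocyte lists passed camera with the preset correlation and not with an estimated one. Their adjusted p with the preset correlation ranged from 0.000755 to 0.0343. Of these, the shear-responsive list (adjusted p = 0.0108) and the fibroblast, protease and adipocyte lists (0.0317 for each) also passed fry. Interferon-stimulated genes, with a mean of -0.0857, passed fry (0.0234) and not camera. Icam1 differed by 0.96 ± 0.14, the intermediate filament gene Nes by 1.10 ± 0.13 and Tinagl1 by 0.95 ± 0.11. The others higher were Chst1, Wdr74, Slc1a4, Timm8a1, Aldh1a1, Vmp1, Hspa9 and Rab27b, and Clec9a (-0.81 ± 0.09) and Tm6sf1 (-0.30 ± 0.04) were lower. Just outside the threshold, with adjusted p from 0.0505 to 0.0553, were Slco2a1 (-0.98 ± 0.15), Odc1 (1.20 ± 0.18), Tbrg4 (0.42 ± 0.06), Tsc22d2 (0.84 ± 0.13) and the arterial connexin gene Gja5 (-1.58 ± 0.24). Of 100 splits drawn within sides, 1, the real one, gave as many as 18 genes and the highest other gave 1. If RCA and LCA arrays are independent, a chance division of the arrays is excluded for this count at a share of 0.05. The labels do not settle this. If arteries of the same number came from 1 mouse, only 10 splits of the mice exist, too few for such a share. The count rests on single arrays: it was 1 without WT RCA replicate 3, 2 without WT RCA replicate 1, KO RCA replicate 2 or KO RCA replicate 3, 4 without KO LCA replicate 1, 7 without KO LCA replicate 2, 30 without WT LCA replicate 2 and 36 without WT LCA replicate 3.

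Averaged over genotypes, Klf2 had a ligation difference of -0.85 ± 0.11, Klf4 of -1.39 ± 0.21, Ccn2 of 1.48 ± 0.21 and the serine protease gene Klk10 of -1.59 ± 0.26, each with adjusted p = 0.237. No gene passed in limma, with 1531 at an unadjusted p under 0.05, where chance gives 770. With a real count of 0 all 100 splits give as many, so they say nothing here, and the highest other gave 1. Ribosomal proteins and TGF-beta responsive genes were higher in LCA with the preset correlation (adjusted p = 0.0381 and 0.0471). Neither list passed with an estimated correlation (adjusted p = 0.365 and 0.260). With fry, TGF-beta responsive genes (adjusted p = 0.0307) and the lower circadian clock genes (0.0236) passed.

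A hypothesis was that genes carried along with the targeted Fbln5 locus may account for genotype differences. The 40 tested genes nearest Fbln5 on chromosome 12 had a mean absolute t at percentile 47.4 of 14584 windows of 40 neighbouring genes, which argues against a general difference of that region. Of the 40, 3 had an unadjusted p under 0.05.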
